# Transcriptome analysis of intestine from alk-SMase knockout mice reveals the effect of alk-SMase

**DOI:** 10.1186/s12935-022-02764-y

**Published:** 2022-11-09

**Authors:** Jiang Zhu, Lingqi Wang, Zhongwu Guo, Tao Zhang, Ping Zhang

**Keywords:** Genome-wide, RNA-seq, Alk-SMase, Gene knockout

## Abstract

**Objective:**

Intestinal alkaline sphingomyelinase (alk-SMase) generates ceramide and inactivates platelet-activating factor associated with digestion and inhibition of cancer. There is few study to analyze the correlated function and characterize the genes related to alk-SMase comprehensively. We characterised transcriptome landscapes of intestine tissues from alk-SMase knockout (KO) mice aiming to identify novel associated genes and research targets.

**Methods:**

We performed the high-resolution RNA sequencing of alk-SMase KO mice and compared them to wild type (WT) mice. Differentially expressed genes (DEGs) for the training group were screened. Functional enrichment analysis of the DEGs between KO mice and WT mice was implemented using the Database for Annotation, Visualization and Integrated Discovery (DAVID). An integrated protein–protein interaction (PPI) and Kyoto Encyclopedia of Genes and Genomes (KEGG) network was chose to study the relationship of differentially expressed gene. Moreover, quantitative real-time polymerase chain reaction (qPCR) was further used to validate the accuracy of RNA-seq technology.

**Results:**

Our RNA-seq data found 97 differentially expressed mRNAs between the WT mice and alk-SMase gene NPP7 KO mice, in which 32 were significantly up-regulated and 65 were down-regulated, including protein coding genes, non-coding RNAs. Notably, the results of gene ontology functional enrichment analysis indicated that DEGs were functionally associated with the immune response, regulation of cell proliferation and development related terms. Additionally, an integrated network analysis was shown that some modules was significantly related to alk-SMase and with accordance of previously results. We chose 6 of these genes randomly were validated the accuracy of RNA-seq technology using qPCR and 2 genes showed difference significantly (P < 0.05).

**Conclusions:**

We investigated the potential biological significant of alk-SMase with high resolution genome-wide transcriptome of alk-SMase knockout mice. The results revealed new insight into the functional modules related to alk-SMase was involved in the intestinal related diseases.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12935-022-02764-y.

## Background

Alk-SMase acts with phospholipase C to hydrolyse sphingomyelin (SM) to ceramide, inactivate platelet-activating factor (PAF) and reduce the formation of lysophosphatidic acid (LPA); these effects are all associated with the inhibition of colon cancer [1, 2]. Alk-SMase was discovered in 1969 [3], but the research history of intestinal alk-SMase has been less than 30 years in length. Alk-SMase is expressed in the intestinal mucosa with low activity in the colon and high activity in the jejunum [4]. Alk-SMase, as a novel member of the nucleotide pyrophosphatase and phosphodiesterase (NPP) family, is also called ENPP7 [5]. The hydrolysis of exogenous SM was decreased in alk-SMase KO mice, suggesting an important role of this enzyme in SM hydrolysis in the gut [6].

Recently, some important biological effects of alk-SMase were reported [7]. Researchers purified the protein [8, 9], cloned the gene [5] and found essential roles for the enzyme in phospholipid hydrolysis [4, 10], anti-inflammation [11], anti-tumorigenesis [12], cell proliferation and cholesterol metabolism [13]. In addition, decreased alk-SMase activity was found in colon cancer and colitis [14–16]. Although the role of alk-SMase in the development of colon cancer has been studied, its physiological and pathological significance in the small intestine has not been well explored [3]. In previous studies [5, 6, 8, 9], we found that the functional difference between alk-SMase KO mice and wild-type (WT) mice was due to the deletion of an enzyme. However, the roles of related gene interactions and their transcriptome-level mechanisms have not been elucidated.

Genome-wide transcriptome analysis has become a promising tool to discover global changes in gene profiles under different conditions [17], but the molecular networks and gene interaction mechanisms in alk-SMase KO mice remain largely unknown. In this study, we detected a functional gene set correlated with alk-SMase by transcriptome analysis using a KO model. We performed the first high-resolution RNA sequencing of alk-SMase KO mice and compared them to WT mice. In addition, the transcriptional landscape of alk-SMase KO mice, which had unprecedented resolution, was used to study alk-SMase. Differentially expressed genes (DEGs) between the alk-SMase KO and WT groups were identified with the R package edgeR [18]. A functional enrichment analysis of the DEGs was conducted to understand the biological functions of alk-SMase and to further explore its related genes at the transcriptome level by constructing a gene-to-gene regulatory network that integrated Kyoto Encyclopedia of Genes and Genomes (KEGG) and Protein–Protein Interaction (PPI) data. We explored these biological relationships to further understand the metabolic characteristics and molecular regulation mechanisms of alk-SMase, and the results could provide a theoretical basis for further investigation of the phenotypes and other changes in alk-SMase KO mice.

## Materials and methods

### Animals and samples

The Alk-SMase KO mice were donated by Duan Rui-dong Group. 

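Enpp7, the mouse gene that encodes alk-SMase (NPP7), lies on the plus strand of chromosome 11 of the mm10 genome (GRCm38, with the GENCODE M21 annotation) from 118988188 to 118993221, a span of 5034 bp. The annotation gives it 2 protein-coding transcripts, with 6 exons and 5 exons. Exon 2 lies from 118988766 to 118988911, codes for protein along its whole length and is part of both transcripts. It is 146 bp long, and division of this length by 3 leaves a remainder of 2, so its loss changes the reading frame of the exons that follow.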

The alk-SMase gene is located on chromosome 11 (Ensembl Gene ID:ENSMUSG 00000046697) in C57BL/6 mice. It was knocked out by the Cre-Loxp system as reported previously. The exon 2 was deleted by Cre recombinase to induce a shift of reading frame and it created an early stop codon and resulted in blocking the translation of the protein. The genotype and phenotype of all mice were assayed by PCR and fecal alk-SMase activity. All mice were housed in the animal facilities at Daqing campus, Harbin Medical University, which were fed commercial standard pellets with free access to water. The mice were anaesthetized by inhaled isoflurane and euthanized by cervical dislocation. All experimental protocols were approved by the Animal Ethics Committee of Harbin Medical University, China. All mice were killed by cervical dislocation under inhaled isoflurane anesthesia and we obtained three matched pairs of intestinal tissue from 3 WT mice and 3 KO mice, respectively. In functional studies, we used alk-SMase knockout mice for experiments. In the DSS-induced colonic inflammatory tumor model, inflammation in alk-SMase KO mice was significantly more intense than in wild type (WT) mice, while in colon cancer models, the number of tumors in KO mice. The degree of malignancy and tumors are also much higher than in WT mice. Our research group have found the important function of alk-SMase in gut, such as anti-inflammatory effect, anti-tumorigenesis, phospholipids hydrolysis and cholesterol metabolism.

### RNA extraction, sequencing and data processing

Total RNA from the middle small intestinal mucosa of every mouse was extracted with the TRIzol method according to the manufacturer’s instructions. The RNA samples were deeply sequenced using the Illumina HiSeq 2500 platform after further clean-up using Qiagen RNeasy Mini columns, and 50 bp single-end reads were generated [19, 20]. Quality control was performed by FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), and trim-galore was used to remove the adapter sequences and obtain clean reads. The subsequent processes, including mapping to the reference genome, assembling and gene expression analysis, were carried out by the HISAT2 and StringTie pipeline [21]. HISAT2 was chosen to map the reads to the mouse reference genome (mm10) from the UCSC Genome Browser database, resulting in an alignment rate of 94.18–95.36%.

### Identification of DEGs

The R package edgeR was used to identify DEGs in the intestinal tissue of the knockout group and control group based on fold change > 1.5 (or < 2/3) and FDR < 0.05. The fold change value refers to the multiplier of the gene expression in the treatment group relative to the control group. The fragments per kilobase per million reads (FPKM) values and fold changes of all genes were extracted from the RNA-seq results for further analyses. Three WT samples and three KO samples were compared to find significantly up- and down regulated genes. The heatmaps of the most significantly up regulated and down regulated transcripts were generated with the R command heatmap.2.

### Gene Ontology and KEGG pathway enrichment analyses

In this work, functional enrichment analysis of the DEGs between KO mice and WT mice was implemented using the Database for Annotation, Visualization and Integrated Discovery (DAVID; http://david.abcc.ncifcrf.gov) [22]. Gene Ontology (GO) categories in the biological process ontology and KEGG pathways were identified with a significant threshold p-value ≤ 0.05 and FDR ≤ 0.01.

### Construction of the gene regulatory network and identification of significant genes

In light of the complexity of gene regulation, we expected to find interactions between ENPP7 and DEGs. The protein–protein interaction data were obtained from two PPI databases, Biological General Repository for Interaction Datasets (BioGRID) [23] and Reactome [24]. To obtain more comprehensive interaction information, we used the union data of these two databases as background. In addition, a KEGG network was established based on relationships between genes in the pathway using in-house Perl programs. Eventually, a gene regulatory network was constructed by merging the PPI and KEGG networks. The 97 DEGs were set as seed genes and then mapped into the integrated background network to extract the PPI and KEGG sub-network. The sub-network was composed of these seed genes and the nearby genes (within a one-step distance from the seed genes) in an integrated background network. The network was constructed using Cytoscape 3.3.0 [25], an open-source program used to establish biological networks.

### RT-PCR verification

The mRNA levels of all genes were quantified by real-time PCR. The cDNA was generated using a ReverTra Ace qPCR RT Master Mix kit (Toyobo, China). All primers were obtained from Invitrogen and designed using reference sequences published by the National Center for Biotechnology Information. qPCR was performed on a Roche Light Cycler 480. The reaction volume was 20 µl, including 10 µl of SYBR Green Realtime PCR Master Mix kit (Toyobo, China), 2 µl of diluted cDNA template, and 0.8 µl of 10 µM primers to activate the polymerase, followed by 40 cycles of 95 °C for 15 s and 65 °C for 30 s. The melting curve analysis was performed to confirm that a single product was amplified, and the cycle threshold (CT) was determined by Roche System Software. The relative expression of each mRNA was normalized to the level of the housekeeping gene GAPDH using the 2^−ΔΔCT^ method. Six DEGs were chosen for the experiment. The t-test was used for significance testing between the WT and KO groups, and a p-value ≤ 0.05 was considered significant.

## Results

### Analysis of transcriptome characteristics

Whole transcriptome sequencing was conducted on three matched samples of alk-SMase KO mice and WT mice. 

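RNA of the middle small intestinal mucosa was sequenced as 50 bp single-end reads from 3 KO mice (libraries K79S, K82S and K86S) and 3 WT mice (libraries W83S, W89S and W90S), with 1 library per mouse. Table 1 lists 15922606, 21424125 and 12969342 input reads for the KO libraries, with a median of 15922606, and 22015543, 21904848 and 16723969 input reads for the WT libraries, with a median of 21904848. K79S and K86S held fewer reads than each of the WT libraries. The reads of Table 1 sum to 111 M, on average 18.5 M per library, beside the paper's 113 M and 18.9 M in its text, and the depth used here is that of Table 1. The authors deposited 1 value per gene and library as FPKM, the fragments per kilobase of transcript scaled to the mapped reads of the library, made with HISAT2 and StringTie. The paper also names a normalization with edgeR, and does not say whether the deposited FPKM went through it, so none was assumed. Read counts per gene were not used here, so the counting error of a single value is unknown. The table has 22700 rows, each above 0 in at least 2 libraries, and its columns sum to between 393152 FPKM (K79S) and 495362 FPKM (W89S).

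In the deposited table the gene identifiers did not stand beside their own values. Of the 63 genes of Additional file 1 that the table lists, 0 had beside their identifier both the expression level and the ratio of KO to WT that Additional file 1 gives, and 28 had its direction. The gene with the nth highest value in W83S stood beside the row with the nth highest value in K79S. This pairing by rank was undone with a hidden Markov model of the offset between the 2 rankings. The model read the offset from the number of printed decimals, which differs between genes with a single annotated transcript and genes with several. A gene could be settled for 18680 rows, and the other 4020 rows carry no gene name here. After this step all 59 genes of Additional file 1 with a settled row had its level and ratio, within 0.1 and 0.2 on the log2 scale. When the decimals of 1 in 10 genes were kept from the model in turn and these genes were placed from their neighbours, values with at most 6 decimals made up 99.8% of the 6365 with a single transcript and 6.07% of the 11900 with several. All values given here for a named gene rest on these restored labels.

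Rows with FPKM under 1 in more than 4 libraries were left out, as in the paper. log2(FPKM + 1) was tested with limma (trend of the variance on the mean, Benjamini-Hochberg adjustment), since a model of read counts does not apply to FPKM. The thresholds were the paper's, a fold change above 1.5 or below 2/3 and an adjusted p-value under 0.05. log2 fold changes are KO against WT on the log2(FPKM + 1) scale, which understates the change of weakly expressed genes. A two-sided exact permutation test of 3 libraries against 3 cannot go below p = 0.1.

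The knocked-out gene, Enpp7, had 605, 129 and 669.7 FPKM in the KO libraries K79S, K82S and K86S, and 406, 667 and 495 FPKM in the WT libraries W83S, W89S and W90S. FPKM of the whole gene does not show the loss of exon 2, so these values neither bear out nor contradict the genotype labels.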

In total, approximately 113 million single-end reads were generated by HiSeq 2500 ultra-high-throughput sequencing systems, with an average of 18.9 million reads per sample. After trimming the raw data, the clean data were successfully mapped to the reference genome, and all probable transcripts in the genome were assembled using StringTie. Table 1 lists the read mapping rates for all six samples, which were more than 90%. 

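Table 1 gives mapping rates of 95.11%, 94.85% and 94.38% for K79S, K82S and K86S, and 95.36%, 94.18% and 94.91% for W83S, W89S and W90S. In the deposited FPKM table, 20659, 21679 and 20061 rows were above 0 in K79S, K82S and K86S, and 21599, 21257 and 20977 rows in W83S, W89S and W90S. Among the KO libraries these numbers rose with the number of mapped reads, which was 15143940, 20319836 and 12239110. The 10 highest rows of a library held between 14.0% (W90S) and 18.9% (W83S) of its summed FPKM.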

Quality control of the fastq data produced by the high-throughput sequencers was performed by FastQC software. 

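Over the 13089 rows left after the filter on low expression, the Pearson correlation across genes between the mean log2(FPKM + 1) of the KO libraries and that of the WT libraries was 0.970. Genes are not independent replicates, so no p-value is given. Between single libraries the correlation was 0.926 to 0.966 for the 3 pairs of KO libraries, 0.948 to 0.965 for the 3 pairs of WT libraries and 0.933 to 0.968 for the 9 pairs of a KO and a WT library. The ranges overlapped, and the highest correlation was that of K82S (KO) with W89S (WT). With a pseudocount of 0.01, the alternative that moved it most, the correlation of the means was 0.959.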

The expression of all transcripts was normalized by edgeR, and the results were in agreement with a high correlation (Fig. 2D). Although the mRNA expression patterns between the two groups of samples were very similar, numerous differences were observed. 

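Of the 13089 rows tested, 2255 (17.2%) had no overlap between the 3 KO and the 3 WT libraries, where chance alone gives 10%. In 772 of them all KO libraries lay above all WT libraries, and in 1483 all KO libraries lay below. The 9 other splits of the 6 libraries into 3 and 3 gave 542 to 2642 such rows.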

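The median of log10(FPKM) over the rows above 0 was 0.20, 0.241 and 0.231 in the KO libraries K79S, K82S and K86S, and 0.207, 0.229 and 0.263 in the WT libraries W83S, W89S and W90S, so the libraries of the 2 genotypes overlapped. The middle part of the distribution, from the lower to the upper quartile, ran from -0.55 to 0.87 in K79S and from -0.58 to 0.88 in W83S. For the group means the median of log10(FPKM) was 0.121 for KO and 0.157 for WT. FPKM of 1 or more was reached by 11680 (K86S) to 12674 (K82S) rows.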

The Perl program Circos v0.62 was used to plot genome-wide expression profiles from the intestinal tissue samples from KO mice and WT mice; the data are shown as a circular map in Fig. 1 and a probability density graph in Fig. 2A. Transcripts with low expression (FPKM < 1) in more than 4 samples were removed from the subsequent analysis.

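With this filter, 9611 of the 22700 rows (42.3%) were removed and 13089 rows were kept. Of the 59 genes of Additional file 1 with a settled row, 19 were among the removed, since they reached FPKM of 1 in fewer than 2 libraries. With a limit of 0.5 FPKM in place of 1, 7420 rows were removed, and with a limit of 2 FPKM, 11996 rows.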

**Table 1:** The overall read mapping rate

Sample	Mapping rate (%)	Input reads	Mapped reads
K79S	95.11	15922606	15143940
K82S	94.85	21424125	20319836
K86S	94.38	12969342	12239110
W83S	95.36	22015543	20994022
W89S	94.18	21904848	20629985
W90S	94.91	16723969	15872812

**Fig. 1:**
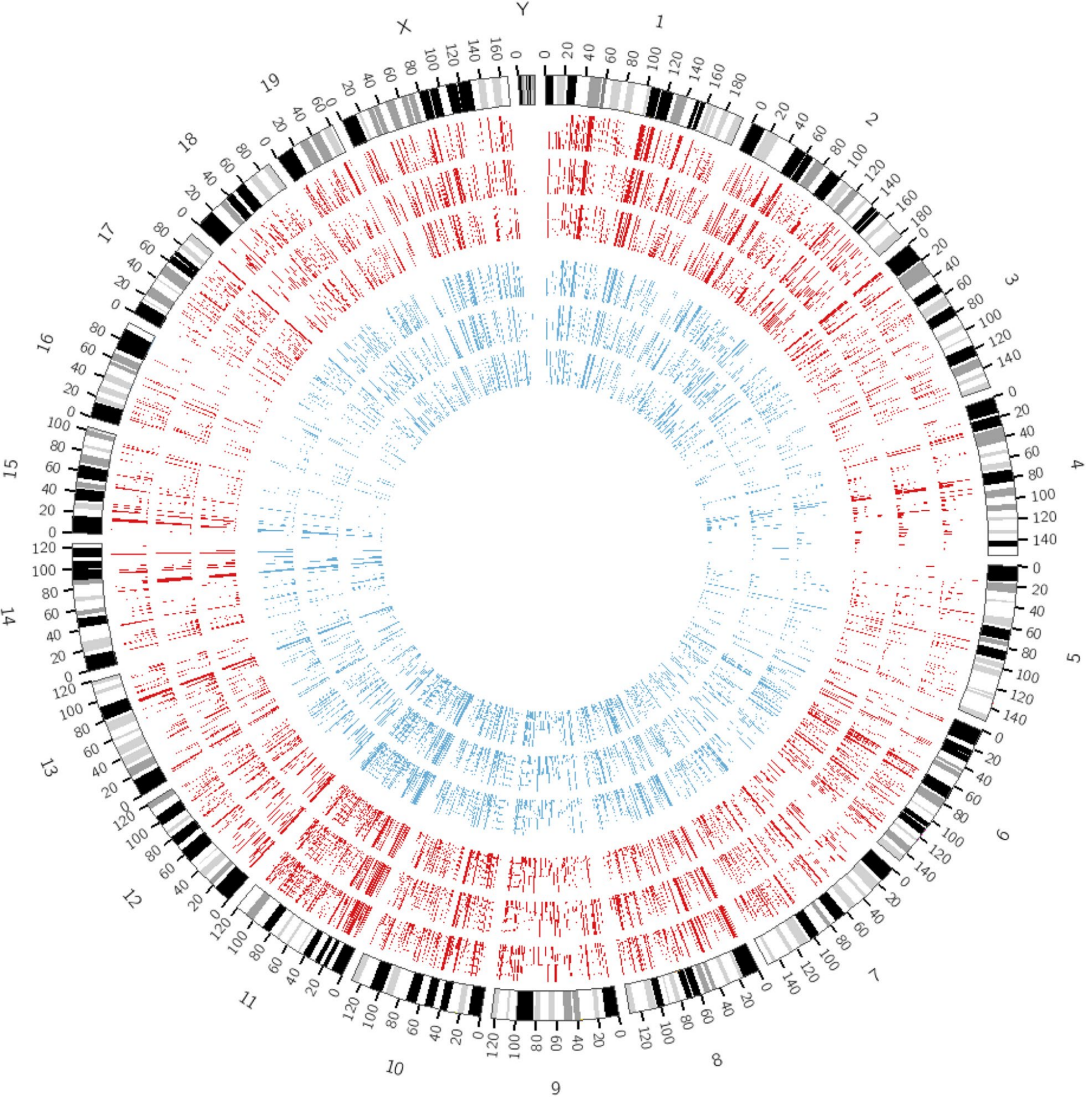
Circos plot of mRNA expression data. Circos v0.62 software was used to visualise global tissue mRNA expression in WT mice and KO mice. Data are shown as a circular map. The three KO samples are shown in the outer three rings, and the inner three rings represent the WT samples. The blue bars represent WT mice, and the red bars represent KO mice

**Fig. 2:**
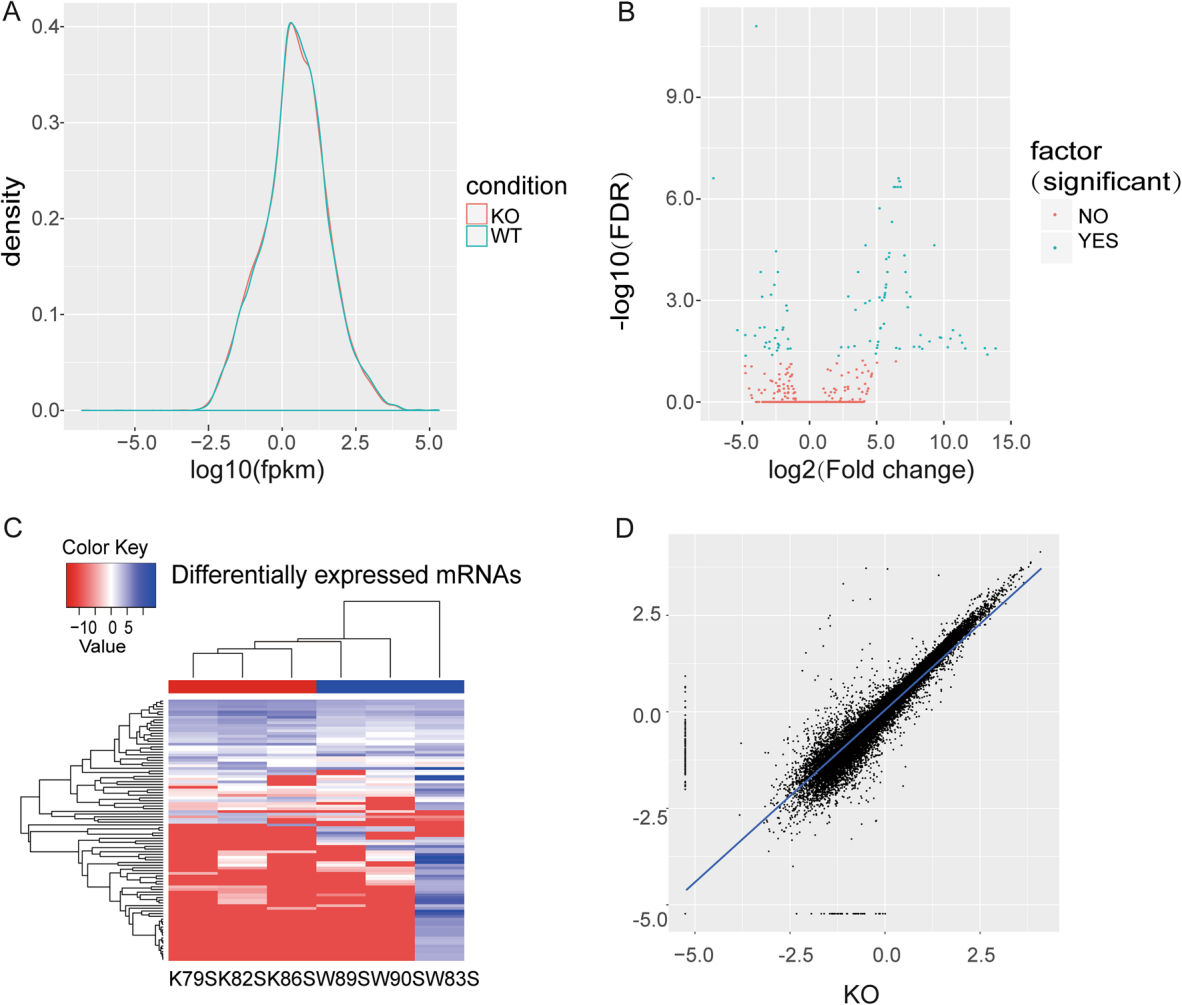
Hierarchical clustering and transcriptome characteristics. **A** Transcript expression distribution density graph of different samples. **B** Volcano plots of the distribution of gene expression. Red dots indicate genes with no statistically significant differences in gene expression, and cyan dots in the figure represent DEGs with statistical significance. **C** Two-way hierarchical clustering of DEGs in KO samples and WT samples. **D** Correlation graph of two types of different samples

### Identification of DEGs in KO mice

We performed bioinformatics analyses to investigate the DEGs and functional pathways that characterized the DEGs in our transcriptome. The R package edgeR was used to identify the DEGs. A total of 97 mRNAs were differentially expressed in the intestinal tissue of KO mice compared with that of WT mice, including 32 significantly up regulated and 65 down regulated mRNAs (see Additional file 1). 

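Of the 13089 rows tested, 1 passed both thresholds, and 1638 had an unadjusted p-value under 0.05 in the limma fit. The row is that of Gm29008, which is also among the 97 genes of the paper. Gm29008 was listed at 0 in K79S, K82S and K86S, and its FPKM was 4.26, 4.48 and 4.75 in W83S, W89S and W90S (adjusted p = 0.00616 from limma with Benjamini-Hochberg adjustment). Gm29008 is a provisional gene on the minus strand of chromosome 6 from 124717647 to 124717944. It lies inside an intron of the antisense gene Gm15884 and overlaps the microRNA gene Mir141 on the same strand, so the reads behind its FPKM are uncertain. With pseudocounts of 0.1 and 0.01 no row passed, with 1636 and 1619 unadjusted p-values under 0.05. The largest move came from leaving out K82S, after which 1184 rows passed, 51 higher and 1133 lower in KO (3284 unadjusted p-values under 0.05), against 0 or 1 rows without any other single library. Gm29008 passed without K82S and did not pass without any other single library.

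Of the 97 genes of Additional file 1, 59 have a settled row, and 38 were not analysed here. All 59 had the direction given in Additional file 1, 26 higher and 33 lower in KO, and 1 of them, Gm29008, passed the thresholds. Without K82S 10 of them did. With the p-values adjusted over the list alone, 22 of them were under 0.05, which is not independent evidence, because the list was chosen on these libraries. The 26 higher genes had a median log2 fold change of 1.67, all were highest in a KO library, and in 19 of them all KO libraries lay above all WT libraries. Of the 33 lower genes, 30 had their highest value in W83S, and in 29 of these W83S was over 5 times the next library. Their median log2 fold change was -2.29, and -0.06 without W83S. In 10 of the 33 all KO libraries lay below all WT libraries. As the list was chosen on these libraries, the 10% that chance gives over both directions is no measure for these counts.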

Hierarchical clustering analysis showed that the samples from the KO mice collapsed into one cluster, and those from the WT mice collapsed into the other cluster, suggesting that the expression levels of these DEGs in the KO mice were significantly different from those in the WT mice (Fig. 2C). 

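Complete linkage on the Euclidean distance, over log2(FPKM + 1) of the 59 genes of Additional file 1 with a settled row, joined the 3 KO libraries at a distance of 10.9 and W89S with W90S at 6.42. These clusters joined each other at 14.5, and W83S joined last, at 42.7. The first division of the tree was thus between W83S and the other 5 libraries. Average linkage, a correlation distance and pseudocounts of 0.1 and 0.01 gave the same first division. Over all 13089 filtered rows it was between K79S with K86S and the rest, and over the 1000 most variable of them between K82S with W89S and the rest. The paper reasons from its DEG list and from the separate clusters of KO and WT samples in Fig. 2C, and proposes that the levels of these DEGs in KO mice differed from those in WT mice. It then takes the same genes to its enrichment and network analyses.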

In Fig. 2B, a heterologous gene expression volcano plot [26] also displays the DEG results. Red dots indicate genes with no statistically significant differences in gene expression, and cyan dots in the figure represent DEGs with statistical significance.

To explore the potential biological functions of the DEGs, a functional enrichment analysis was performed for the DEGs using the DAVID functional annotation tool. With a p-value ≤ 0.05 as the threshold, the results indicated that the DEGs were mainly involved in metabolic-process-associated pathways and biological processes including carbohydrate catabolic process, amylase activity, fatty acid binding, and positive regulation of immune response (Fig. 3B–D). These DEGs were enriched in ten pathways, including asthma, gastric acid secretion, starch and sucrose metabolism, fat digestion and absorption, carbohydrate digestion and absorption, glycerolipid metabolism, and metabolic pathways (Fig. 3A).

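Short lists of genes stood in for the pathways, and each was tested for a shift between KO and WT with limma's camera test (preset correlation of 0.01 between genes, two-sided, Benjamini-Hochberg adjustment over the lists with at least 2 tested genes). Of the 10 genes of gastric acid secretion, 6 had a settled row and 2 passed the filter. The 6 summed to 1475 FPKM in W83S and to between 48.8 and 64.7 FPKM in the other 5 libraries. Atp4a and Atp4b, with 507 and 805 FPKM in W83S, were removed by the filter, and the 2 tested genes, Sst and Kcnq1, are not in Additional file 1. These 2 had a mean log2 fold change of -0.54 (adjusted p = 0.308 from camera), and -0.17 without W83S. The mean of the list was -1.35 with no filter and -1.80 with a filter on a mean FPKM of at least 1. The amylases with a settled row, Amy1 and Amy2a5, summed to 21.3 FPKM in W83S. They were listed at 0 in W89S and W90S, summed to at most 0.206 FPKM in the KO libraries and did not pass the filter. The genes of fat digestion summed to 17911, 10161 and 23090 FPKM in K79S, K82S and K86S, and to 29843, 16776 and 19720 FPKM in W83S, W89S and W90S. Of the 11 tested, 6 were higher and the mean log2 fold change was -0.82 (adjusted p = 0.985 from camera), which moved to -0.20 without W83S, -1.25 without W89S and -0.53 without W90S. MHC class II genes, of which 2 of 11 are in Additional file 1, summed to 3178, 3595 and 2991 FPKM in the KO libraries and to 1086, 1554 and 1292 FPKM in the WT libraries. Their mean log2 fold change was 0.76, with 8 of 11 genes higher (adjusted p = 6.46e-09 from camera), 0.44 without K82S and 0.49 without W83S. Cd74, the most abundant of them, had 1597 ± 79.7 FPKM in KO and 632 ± 96.0 FPKM in WT (SD, n = 3). The lists past the threshold were MHC class II, immunoglobulin genes and tight junctions, and none of these 3 held with a correlation estimated for each list (adjusted p between 0.491 and 0.62) or with limma's fry test (0.225 to 0.572).

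**Figure D1:**
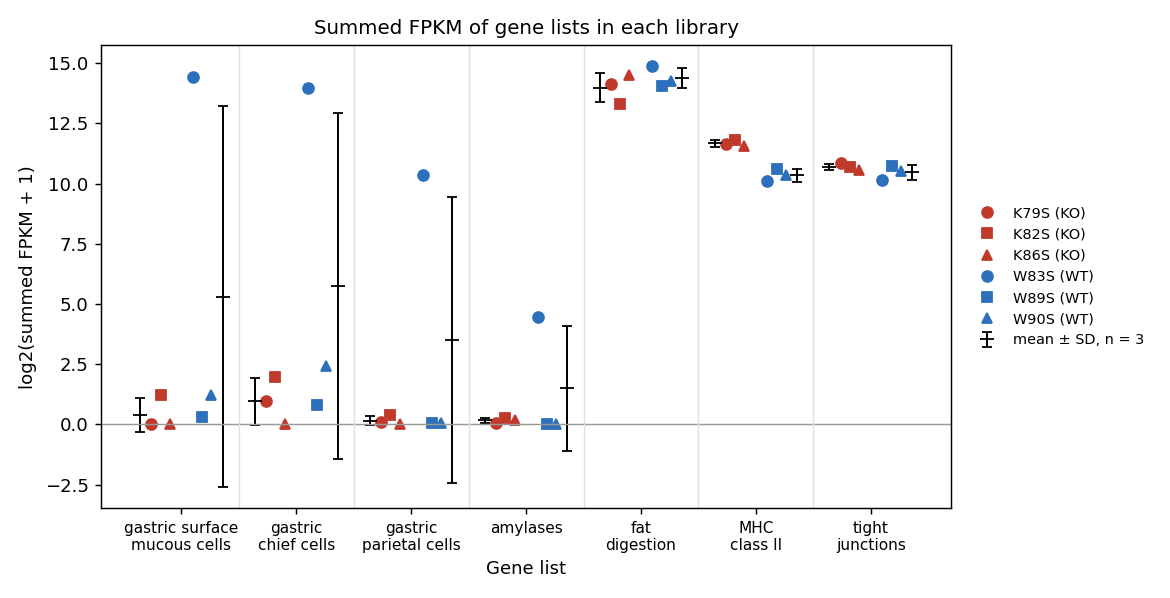
Summed FPKM of the genes of 7 lists in each library, on the vertical axis as log2(summed FPKM + 1), with KO libraries in red, WT libraries in blue, and the mean ± SD of the 3 libraries of each genotype. The gastric and amylase lists are high in W83S alone, and the MHC class II sums of the 3 KO libraries lie above those of the 3 WT libraries.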

**Fig. 3:**
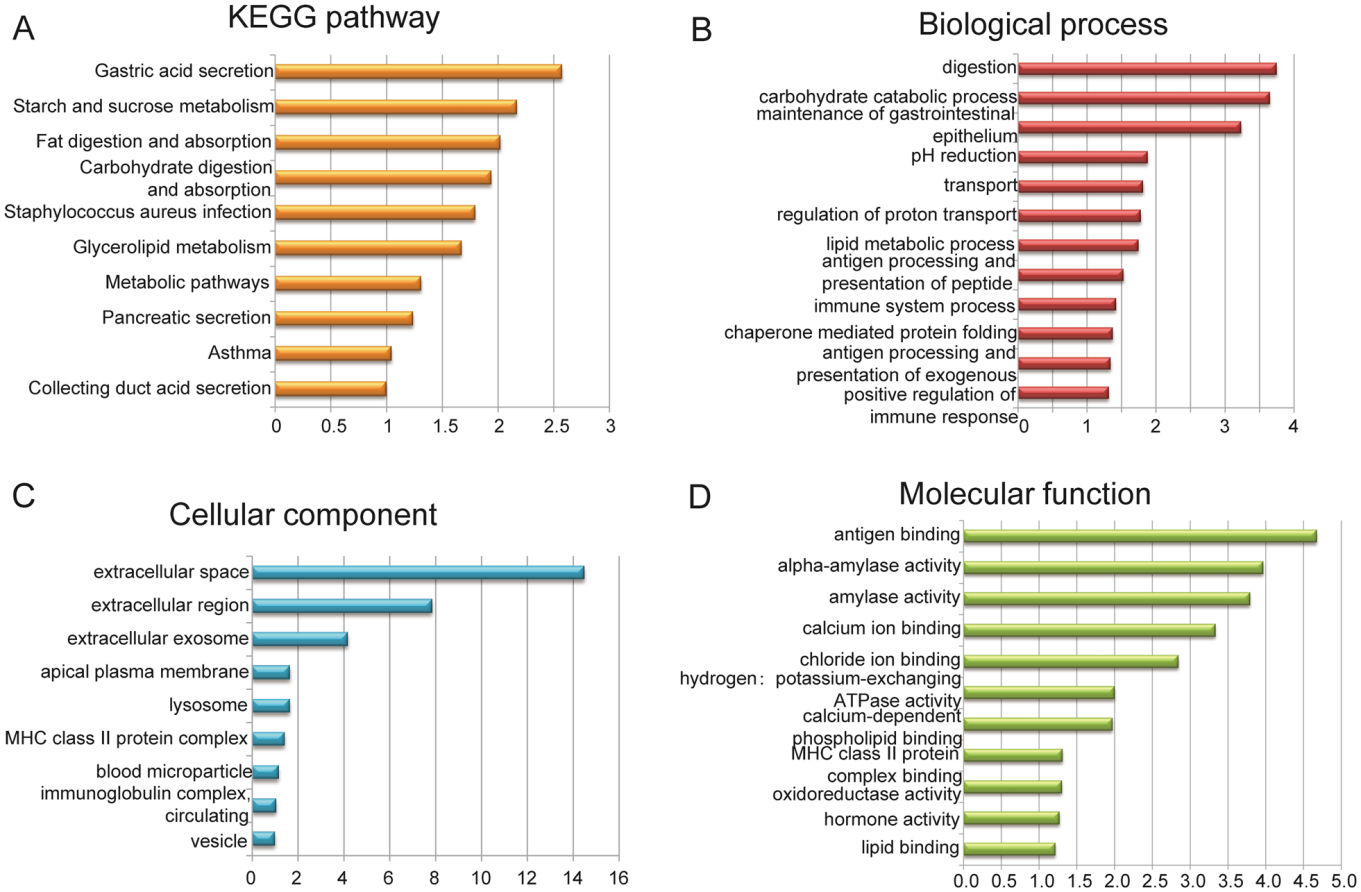
Functional enrichment analysis and enrichment map for DEGs. GO and KEGG enrichment analyses were performed using DAVID with p < 0.05. The results revealed the GO functions and KEGG pathways associated with DEGs. **A** KEGG pathway analysis of DEGs using DAVID. **B** Biological process terms of DEGs using DAVID. **C** Cellular component terms of DEGs using DAVID. **D** Molecular function terms of DEGs using DAVID

### Identification of significant genes by EMODE in an integrated PPI and KEGG network

As a result of the complexity of gene regulation, we expected to find interaction and regulation among the DEGs in *ENPP7* KO mice. In this study, we selected an integrated PPI and KEGG pathway-based biological network as a background network, in which a total of two sets of mouse PPI data were obtained from BioGRID and Reactome, and the pathways containing DEGs were considered enriched. We mapped 97 seed DEGs into the integrated background network to extract the sub-network. The sub-network was composed of these seed genes and the neighboring genes in the integrated background network (within one step of the seed genes) (Fig. 4).

**Fig. 4:**
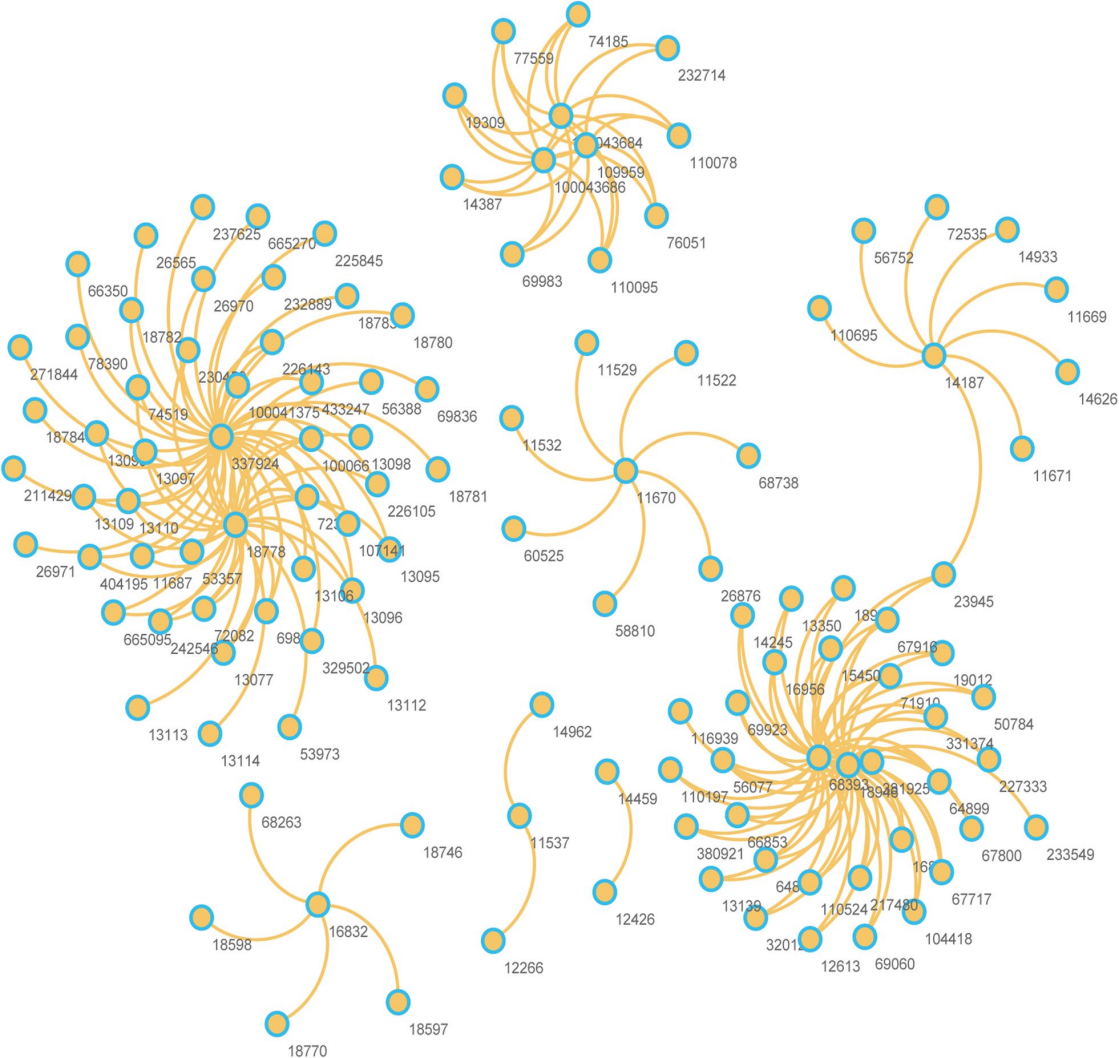
The network was constructed by mapping the DEGs to a PPI and KEGG integrated network. The sub-network was extracted from the PPI-KEGG integrated network by one-step neighbour nodes

Considering the genes connected in the network and genes in the same pathway that were thought to have similar and biologically related functions, dividing these highly connected genes into groups by network analysis may be useful for potential functional processes in a manner complementary to standard differential expression analysis. In the sub-network, a small number of nodes had high degrees, while many had low degrees. 

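Of the hub genes of Table 2, Mogat1, Amy2a4, Amy2a3 and Aldh3a1 were not analysed here. Cyp3a44, on chromosome 5 from 145773983 to 145805874, had 6.40 ± 2.65 FPKM in KO and 0.481 ± 0.497 FPKM in WT (SD, n = 3), a log2 fold change of 2.31 (standard error 0.36, adjusted p = 0.393 from limma). All its KO values lay above all its WT values (exact permutation test, p = 0.1), and without K82S it passed the threshold (log2 fold change 2.23, adjusted p = 0.0377 from limma), while the adjusted p was between 0.0721 and 0.716 under its other alternatives. The other 5 hub genes had their highest value in W83S. Akr1b8, on chromosome 6 from 34354119 to 34368463, had 1.1, 3.56 and 1.54 FPKM in K79S, K82S and K86S against 27.3, 4.07 and 4.22 FPKM in W83S, W89S and W90S, a log2 fold change of -1.65 (standard error 0.70, adjusted p = 0.393 from limma) that shrank to -0.83 without W83S. Pla2g1b, on chromosome 5 from 115466262 to 115474722, had 2309 FPKM in W83S, 2.02 FPKM in W90S and 0.457 FPKM in K82S, and was listed at 0 in the other libraries. Its log2 fold change of -4.08 had a standard error of 2.72 (adjusted p = 0.529 from limma), and without W83S the filter removed it. Pnliprp1, Ldhb and Amy2a5 did not pass the filter and were not tested. Pnliprp1 was listed at 0 in the 3 KO libraries and had 11.7, 0.527 and 0.467 FPKM in W83S, W89S and W90S. Ldhb had 42.4 FPKM in W83S, was listed at 0 in W89S and W90S, and had between 0.116 and 0.274 FPKM in the KO libraries. Amy2a5 had 20.1 FPKM in W83S, was listed at 0 in W89S, W90S and K86S, and had at most 0.0297 FPKM in K79S and K82S, where reads shared with the other amylase genes could be split between them.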

The hub genes in this sub-network included *Cyp3a44, Pnliprp1, Mogat1, Pla2g1b, Amy2a4, Amy2a3, Amy2a5, Akr1b8, Aldh3a1* and *Ldhb* (Table 2).

**Table 2:** Hub genes in the PPI and KEGG network

Gene	Regulation	Degree
Cyp3a44	Up	44
Pnliprp1	Up	34
Mogat1	Down	33
Pla2g1b	Down	31
Amy2a4	Down	9
Amy2a3	Up	9
Amy2a5	Down	9
Akr1b8	Up	8
Aldh3a1	Up	7
Ldhb	Up	7

### Validation of DEGs by real-time PCR

To validate the accuracy of the RNA-seq data, we further analyzed the expression of six randomly selected transcripts by RT-PCR. 

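The 6 genes taken to RT-PCR were H2-Aa, H2-Ab1, H2-Eb1, Psca, Spp1 and Sult1c2. The 3 MHC class II genes among them lie next to each other on chromosome 17, H2-Ab1 from 34257689 to 34269419, H2-Aa from 34282744 to 34287823 and H2-Eb1 from 34305867 to 34316674. H2-Ab1 had 620 ± 23.6 FPKM in KO and 255 ± 43.6 FPKM in WT (SD, n = 3), a log2 fold change of 1.29 (standard error 0.19). H2-Aa had 465 ± 191 FPKM in KO and 183 ± 53.2 FPKM in WT, a log2 fold change of 1.31 (standard error 0.34), and H2-Eb1 had 443 ± 83.8 FPKM in KO and 181 ± 32.7 FPKM in WT, a log2 fold change of 1.29 (standard error 0.23). For each of the 3 genes all KO libraries lay above all WT libraries, and the adjusted p was 0.393 from limma. Without K82S the adjusted p from limma was 0.0319 for H2-Ab1, 0.0353 for H2-Eb1 and 0.0761 for H2-Aa. Under the other alternatives for these genes with restored labels it lay between 0.0721 and 0.76.

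**Figure D2:**
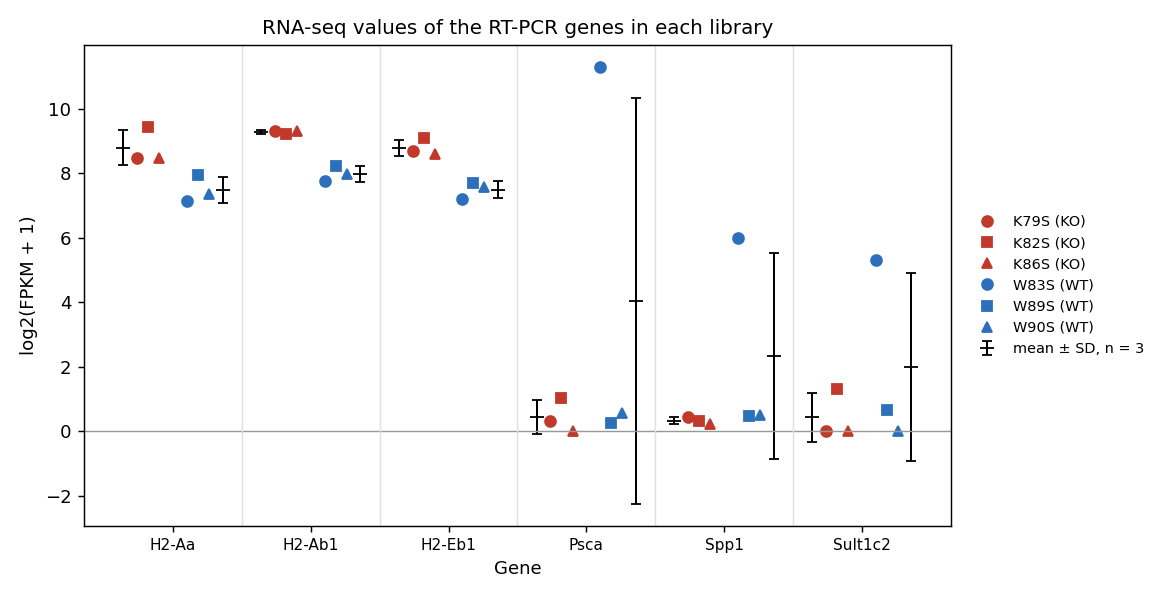
RNA-seq expression of the 6 RT-PCR genes in each library, on the vertical axis as log2(FPKM + 1), with KO libraries in red, WT libraries in blue, and the mean ± SD of the 3 libraries of each genotype. The MHC class II genes are higher in all 3 KO libraries, and Psca, Spp1 and Sult1c2 are high in W83S alone.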

As shown in Fig. 5, the results of the RT-PCR experiment suggested that the expression of all 6 transcripts was consistent with the RNA-seq data, and the *H2-AB1* and *SPP1* genes showed significant differences by t-test (P < 0.05) [27], the additional file shows this in more detail (see Additional file 2). However, the differential expression analysis included three biological replicates, and a subset of the transcripts showed opposite expression patterns between replicates, indicating individual differences. In addition, although the mean expression values in the figures showed a noticeable difference, it was not statistically significant.

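In the RNA-seq libraries the replicates differed most for Psca, Spp1 and Sult1c2. Psca, on chromosome 15, had 2495 FPKM in W83S but 0.188 and 0.483 FPKM in W89S and W90S, beside 0.247 and 1.05 FPKM in K79S and K82S and a listed 0 in K86S. Its log2 fold change of -3.58 had a standard error of 2.83 (adjusted p = 0.602 from limma). Sult1c2, on chromosome 17, had 39.0 FPKM in W83S, 1.46 FPKM in K82S and 0.579 FPKM in W89S, and was listed at 0 in K79S, K86S and W90S. Its log2 fold change was -1.56 (standard error 1.35, adjusted p = 0.637 from limma), although K82S lay above W89S and W90S. Without W83S the filter removed both genes. Spp1, on chromosome 5, had 63.2 FPKM in W83S and 0.379 and 0.419 FPKM in W89S and W90S, and between 0.163 and 0.354 FPKM in the KO libraries. It did not pass the filter and was not tested, and all its KO values lay below all its WT values (exact permutation test, p = 0.1).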

**Fig. 5:**
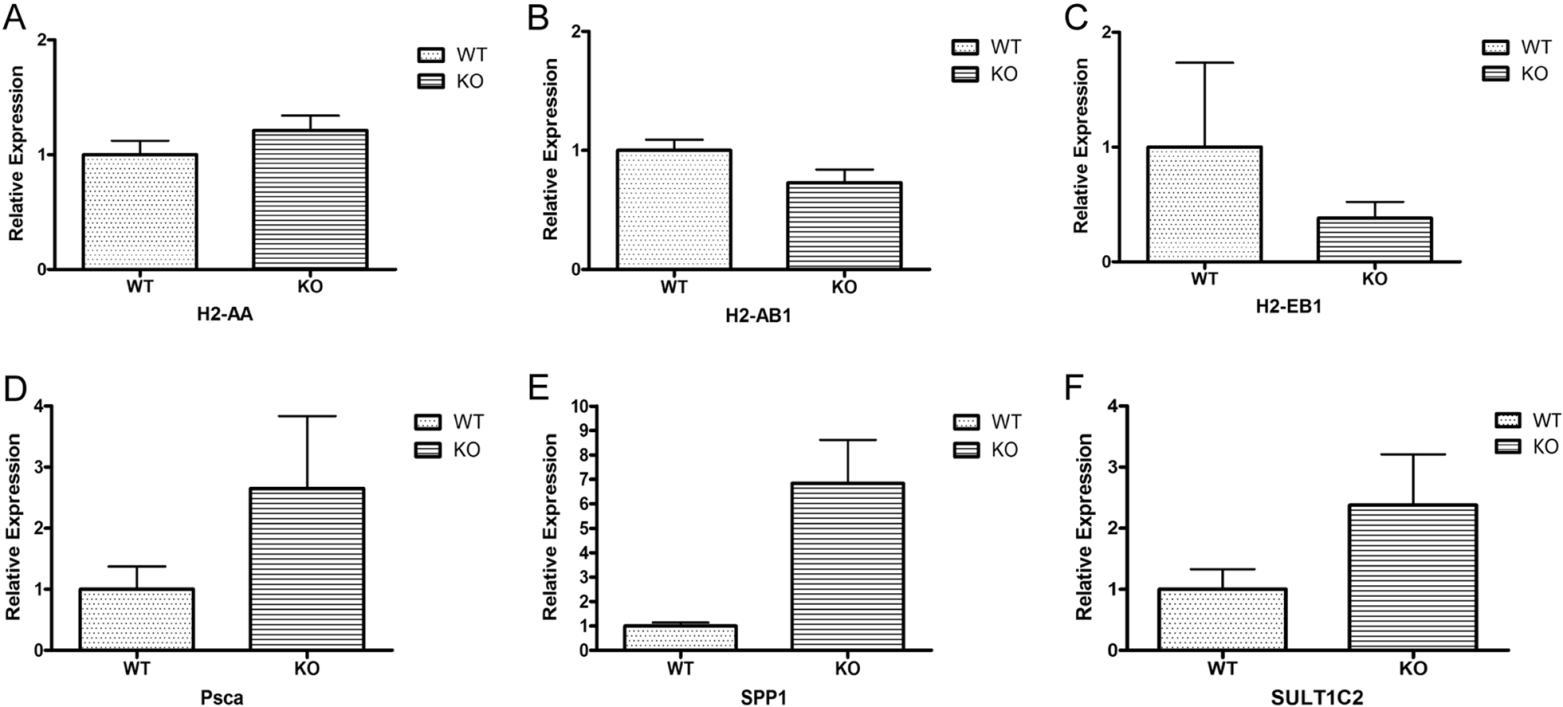
Results of RT-PCR performed on RNA extracted from WT mice and ENPP7 KO mice. **A**–**F** Represent H2-AA, H2-AB1, H2-EB1, Psca, SPP1, and SULT1C2, respectively

## Discussion

Some biological effects of alk-SMase have been reported, including the essential roles ofthis enzyme, including anti-inflammatory and anti-tumorigenesis effects, phospholipid hydrolysis and cholesterol absorption [28]. However, the mechanism of action of alk-SMase in the intestine remains poorly understood. Here, we performed a comprehensive analysis to investigate the interactions and relationship between alk-SMase (*ENPP7*) and other genes. The objective to find out the key genes of alk-SMase interactions in the intestine. Notably, decreased alk-SMase activity has been reported in colon cancer and colitis [29]. Although the role of alk-SMase in the development of colon cancer has been studied, the biological significance and interactions of this enzyme have not been well studied in the intestine. Transcriptome analysis is an effective way to study and understanding the basis of phenotypic variation in different conditions [30]. Here, we used transcriptome profile analysis to reveal DEGs. A total of 97 DEGs were identified, and these genes were related to immune-related diseases and lipid metabolism and carbohydrate catabolic processes. It has been found that some pathway and GO terms are closely related to lipid and glucose metabolism and cell differentiation [31, 32], and proliferation [33]. We expected that the knock-out model of alk-SMase gene could be used to analyze the interactions between alk-Smash and other genes, or the regulation of related genes, so as to play a protective role in the intestinal mucosal barrier, as we have found in the experiments, or other biological functions. 

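Enpp7 itself had 468 ± 295 FPKM in KO and 523 ± 133 FPKM in WT (SD, n = 3). The log2 fold change was -0.45 with a standard error of 0.64 (adjusted p = 0.782 from limma), and an exact two-sided permutation test gave p = 0.9. The value depended on K82S, the library with the lowest Enpp7 expression, since it turned to 0.31 without K82S, and to 0.08 when limma's array weights were used. Neither an absence of the transcript nor a difference between the genotypes was detectable in these values.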

The absence of NPP7 caused alterations in gene expression in the intestine transcriptomes in KO mice. The alteration of intestinal function is caused by the loss of expression of intestinal basic sphingomyelin, which affects bile acid metabolism, bile acid intestinal hepatic circulation and the expression of other related genes. Among the DEGs, a large number of genes are worthy of subsequent analyses, and transcriptome sequencing is a very effective method to select functional gene sets for related pathways. For example, *Muc1* is highly expressed in colon cancer and has been reported as a new target antigen for tumour vaccines. In addition, serum *Muc1* is a new indicator that may be involved in tumour invasion, which can assist in the early diagnosis of colon cancer [34]. Meanwhile, Annexin A13 (*ANXA13*) is a surface protein of *Lactobacillus reuteri* [35]. Mucosal adhesion proteins are bound to the surfaces of the intestinal epithelial cells by *ANXA13* and *PALM*. 

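Palm, on chromosome 10 from 79793572 to 79820896, had 1.84 ± 0.773 FPKM in KO and 0.984 ± 0.814 FPKM in WT (SD, n = 3), a log2 fold change of 0.55 (standard error 0.34, adjusted p = 0.493 from limma). The difference was within the spread between libraries, as W89S, with 1.92 FPKM, lay above K86S, with 0.952 FPKM. Anxa13 was not analysed here.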

*ANXA13* is a receptor-like molecule and an immunoregulatory factor with anti-inflammatory effects [36]. Together, the DEGs that we identified maintain the intestinal mucosal barrier function of alk-SMase in the intestine.

Numerous transcription changes involving complex gene pathways, including metabolism, immune response and inflammation, have been described. RNA sequencing allows rapid quantification of gene expression in small number of tissue, whether in whole or in a targeted way. In order to verify the potential biological relationships between DEGs, we constructed a network based on PPI and pathway information. By arranging the first ten degrees, ten central genes were identified from the subnet. Up regulation of *Mogat1* conceivably mediates hepatic steatosis and insulin resistance through increasing intracellular diacylglycerol content [37], consistent with our results. PLA2G1B mediates lipid absorption, and PLA2G1B-derived metabolic products contribute to cardiometabolic diseases, including obesity, hyperinsulinaemia, and atherosclerosis [38]. In the future, we can further analyze the functions of these genes.

To examine the accuracy of the RNA-seq data, we analyzed the expression of six transcripts by quantitative real-time PCR. RT-PCR results showed that all 6 transcription levels were consistent with RNA-seq results, and there were significant differences between H 2-AB 1 and SPP 1 genes through T-test. We investigated H2-AB1 in the literature and found that H2-AB1 was differentially expressed in endothelial cell RNA isolated from control and hyperlipidaemic prelesion mice by expression array analysis [39]. The level of H2-AB1 was highly increased in allergic rhinitis, and it was associated with the pathogenesis of allergic rhinitis [40]. Another differentially expressed transcript, secreted phosphoprotein 1 (SPP1), a highly phosphorylated protein, plays important roles in physiological processes such as inflammatory responses, calcification, organ development, carcinogenesis response and immune cell function [41, 42], suggesting that SPP1 is also an important marker in the alk-SMase KO model and may participate in functional and phenotypic effects.

A comprehensive analysis of the experiment showed some exciting results. A large number of immunoglobulin-related genes, which have been found to affect immune function in the mucosal barrier, were among the DEGs. 

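Of the 97 genes of Additional file 1, 21 are immunoglobulin genes, and 19 of these have a settled row. All 19 had a higher mean in KO, and in 14 of them all KO libraries lay above all WT libraries, which follows in part from the choice of these genes on the same libraries. Ighv1-81, the gene with the lowest FDR in Additional file 1, lies on chromosome 12 from 115920279 to 115920712 and had 57.3 ± 16.6 FPKM in KO and 4.37 ± 4.33 FPKM in WT (SD, n = 3). Its log2 fold change was 3.73 (standard error 0.59, adjusted p = 0.393 from limma). Without K82S its adjusted p from limma was 0.0377, with a range of 0.0721 to 0.76 over its other alternatives with restored labels. Igkv5-43 and Ighv5-16, also among the genes with the lowest FDR there, had log2 fold changes of 1.98 and 2.12, and a kappa variable segment on chromosome 6 from 68270485 to 68271267 one of 2.03, each with all KO libraries above all WT libraries. Without K82S Igkv5-43 and this segment passed the threshold (adjusted p = 0.0319 and 0.0429 from limma, and 0.0721 to 0.76 under their other alternatives), and the log2 fold change of Ighv5-16 was 1.13 without K86S. The immunoglobulin genes summed to 3368, 7625 and 5466 FPKM in K79S, K82S and K86S, and to 3577, 3443 and 3031 FPKM in W83S, W89S and W90S, so the genotypes overlapped in sum. Over the 172 of them tested, 135 were higher in KO and the mean log2 fold change was 0.61 (adjusted p = 2.12e-16 from camera), which fell to 0.29 without K82S. In 32 of the 172 genes all KO libraries lay above all WT libraries and in 0 all lay below, and 41 had an unadjusted p-value under 0.05. These counts include the genes of Additional file 1. Among the 153 others, in 18 (11.8%) all KO libraries lay above and in 0 all lay below, where chance gives 10% over both directions. Of these 153 genes 116 were higher in KO, 27 had an unadjusted p-value under 0.05, and the mean log2 fold change was 0.46, or 0.13 without K82S. K82S had the highest value in 100 of the 172 genes. Segments of this family are similar in sequence, so the reads behind single segments are uncertain.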

Insulin growth factor binding protein was also a gene of interest. Whether this enzyme is related to insulin metabolism or diabetes merits further experiments. 

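The tight junction genes stood at 1834, 1642 and 1525 FPKM in sum in K79S, K82S and K86S, and at 1128, 1698 and 1478 FPKM in W83S, W89S and W90S, so the genotypes overlapped. Of the 11 genes tested, 8 were higher in KO, with a mean log2 fold change of 0.20 (adjusted p = 0.0122 from camera). The mean was 0.09 without K82S and 0.08 without W83S, with adjusted p of 0.0854 and 0.11 from camera, and rose to 0.32 without K86S and 0.34 without W89S. With the genes of the distal small intestine as a covariate, chosen after seeing the data, it was 0.08 and did not pass (adjusted p = 0.0838 from camera). The range of the adjusted p from camera or fry over the alternatives of this list with restored labels was 0.000449 to 0.62. The most abundant members, Cldn7 and Cldn3, had log2 fold changes of 0.35 (standard error 0.26, adjusted p = 0.577 from limma) and 0.26 (standard error 0.27, adjusted p = 0.7 from limma), which were 0.13 and 0.03 without W83S. Of the enzymes of lipid digestion, Pnliprp2 had 9.16, 11.5 and 16.4 FPKM in the KO libraries and 50.7, 32.2 and 19.8 FPKM in the WT libraries W83S, W89S and W90S, so all KO libraries lay below all WT libraries (chosen after its values were seen).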

A large number of lipid-metabolism-related enzymes are associated with alk-SMase, and tight junction proteins provide important antibodies for our analysis of mucosal barrier function. Overall, the RNA-seq analysis provided valuable guidance for future experiments.

## Conclusions

In this study, DEGs was successfully identified and characterized in the alk-SMase gene KO model of mice. A total of 97 DEGs, including Mogat1, Pla2g1b, and Amy2a4, were identified across the whole genome. Our results showed that these DEGs were enriched in metabolism-related pathways. Our study provides the first systematic genome-wide analysis of the alk-SMase knockout model, alk-SMase plays an important role in the in intestinal sphingomyelin hydrolysis. The expression levels of SPP1 and H2-AB1 were effected in intestine tissues lacking alk-SMase expression.

## Supplementary Information

**Additional file 1**. The list of differentially expressed genes

**Additional file 2**. The original experimental data of qPCR

## Data Availability

All data generated or analysed during this study have been submitted to the Genome Expression Omnibus (GEO) database, the accession number is GSE114608 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE114608). To review GEO accession GSE114608: Go to https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE114608. Enter token qtezmuculhihfgn into the box.

## Abbreviations

alk-SMase: Alkaline sphingomyelinase
BioGRID: Biological general repository for interaction datasets
DAVID: Database for annotation visualization and integrated discovery
GO: Gene Ontology
KEGG: Kyoto encyclopedia of genes and genomes
KO: Knoc kout
qPCR: Quantitative real-time polymerase chain reaction
WT: Wild type

How the deposited data were processed for this re-analysis (not part of the article)

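RNA-seq of the middle small intestinal mucosa was analysed for 3 alk-SMase KO mice (K79S, K82S, K86S) and 3 WT mice (W83S, W89S, W90S), with 1 library per mouse. The names of the deposited columns are the sample names of Table 1, and the genotypes are those of the sample labels. There were 0 columns of per-sample values that could not be mapped.

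The authors made 50 bp single-end reads on an Illumina HiSeq, trimmed them with trim-galore, mapped them to mm10 with HISAT2 and assembled and quantified genes with StringTie. The authors deposited FPKM values, 1 per gene and library, which are divided by gene length and by the mapped reads of each library. Versions of these tools, the annotation and the handling of strand are not named in the paper's text. The authors ran edgeR for their DEGs and name a normalization of the expression with it, without saying whether it was applied to the deposited FPKM. A count model was not used here, since it does not apply to FPKM. FPKM carries no record of the reads behind each value, so no counting interval could be given, and with 3 libraries per genotype the precision rests on the spread between mice. An exact 0 in the table is given as listed at 0, with no fold of a single gene against a group at 0, apart from 1 measure. This is the log2 ratio of mean FPKM shares, taken for comparison with the paper, where an added constant sets the size of such ratios.

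Gene identifiers in the deposited table were found to stand beside the values of other genes. This was noticed when the values were set beside Additional file 1, whose log ratios proved to be WT over KO, so that their sign was turned to KO over WT throughout. The identifier of the gene with the nth highest FPKM in W83S stood beside the row with the nth highest FPKM in K79S. The 2 rankings differ by small offsets, because some genes and rows of the full table are missing from one ranking or the other. The offset was estimated along the ranking by a hidden Markov model, with offsets of up to 40, a switching probability of 0.01, an error rate of 0.005 and a window of 1001 rows. The model read whether a row's values had at most 6 decimals, which marks a single transcript, against the number of transcripts that GENCODE M21 gives for the gene. A gene was settled on a row at a posterior of at least 0.99. These settings were adjusted after first results had been seen. Of 22700 identifiers 22680 had a symbol in the annotation, 21190 with the same version, and 18680 were settled, down to 0.0286 FPKM in W83S. Additional file 1 played no part in the model, and served as a check of its result. In a further check, made after the results were seen, the decimals of 1 in 10 identifiers were kept from the model in turn. On simulated data with 22700 identifiers, 98.2% were settled, of which 99.99% stood on the true row, while 1116 were settled when the rows were in random order. Of the 97 genes of Additional file 1, 63 are listed in the table and 59 were settled. The other 38 were not analysed here.

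Rows with FPKM under 1 in more than 4 libraries were removed. log2(FPKM + 1) was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend), with all 6 libraries, no covariate and Benjamini-Hochberg adjustment. A gene passed at an adjusted p-value under 0.05 and a fold change above 1.5 or below 2/3. Single genes were also tested with an exact two-sided permutation test, whose smallest p is 0.1. Lists of genes were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. Clustering used complete linkage on the Euclidean distance, and the tables and figures were made in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. On data simulated for 13089 rows with 200 changed by 2 on the log2 scale, all 200 were called at a residual SD of 0.2, with 3 unchanged rows called. With each row's own residual SD 160 of 200 (80.0%) were called, with 7 unchanged rows. The changed rows were drawn from those with a mean log2(FPKM + 1) above 3, and the noise was independent between rows. These shares thus do not hold for weakly expressed genes or for differences that a whole library shares.

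Which genes are named was set by a rule. It took Enpp7, the genes that the paper names in its text, Table 2 or Fig. 5, the 5 study DEGs with the lowest FDR in each direction, genes past the threshold, and the 3 members of each list with the highest mean FPKM. Of these, Mogat1, Amy2a4, Amy2a3, Aldh3a1, Muc1, Anxa13, Igfbp2, Cldn18, Hamp2 and Pga5 were not analysed here. Tables of GO and KEGG were not used here, and 15 lists of marker and pathway genes were written by hand. They cover gastric surface mucous, chief and parietal cells, pancreatic acinar cells, gastric acid secretion, amylases, fat digestion, MHC class II, plasma cells, B cells, smooth muscle, proximal and distal small intestine, sex-linked genes and tight junctions. Immunoglobulin genes were added from the annotation. The lists were written after Additional file 1 and Fig. 2C had been read, and part of the gastric, amylase, fat digestion, MHC class II and immunoglobulin genes are study DEGs. The design, the lists, the thresholds and most alternatives were fixed before the data were examined. The restored labels, the labels as deposited as an alternative and a covariate for distal small intestine genes were chosen after seeing the data.

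The alternatives were pseudocounts of 0.1 and 0.01, no filter, a filter on a mean FPKM of at least 1, FPKM rescaled to sum to 1000000 per library, quantile normalization, limma without the trend, with robust estimation and with array weights, other thresholds, other clustering, and leaving out each library in turn. RT-PCR values of Additional file 2 were not reanalysed, apart from the group means of H2-Ab1 and H2-Eb1.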

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

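The labels as deposited and the covariate for distal small intestine genes were chosen only after the results were seen. No paired analysis was possible because the libraries carry different numbers and the paper, which speaks of matched samples, names no pairing.

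The number of differentially expressed genes was 1, and it was 0 with a pseudocount of 0.1, 0 with a pseudocount of 0.01 (1636 and 1619 unadjusted p-values under 0.05) and 2 with array weights. It ranged from 0 to 1184 across the 6 fits that each left out one library, with 1184 without K82S. Unadjusted p-values under 0.05 numbered 3284 without K82S and 671 to 1163 in the other 5 of these fits, and 3334 with array weights, against 1638 with all libraries at equal weight. In the other settings it was 1. The number of study DEGs past the threshold was 0 with either of these pseudocounts, 0 with the labels as deposited, and 0 to 10 across the fits without one library, again with the highest number without K82S. A smaller pseudocount gives more weight to weakly expressed genes. For the other settings the cause was not tested. Lower read numbers in K79S and K86S limit what those libraries can show for weakly expressed genes.

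Of the 11 lists tested, 3 passed, and 0 passed with camera at an estimated correlation, with fry or with the labels as deposited. Rescaling FPKM to 1000000 per library moved the median log2 fold change of all rows from -0.06 to 0.09, and quantile normalization moved it to 0.03. The first division of the libraries in the clustering left 2 of the 6 libraries with the other genotype, 1 when all filtered rows were used and 3 with the 1000 most variable. The correlation of the group means stayed between 0.959 and 0.98 under its alternatives, and the filter on low expression removed between 7420 and 11996 rows.

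The log2 fold change of Enpp7 turned to 0.078 with array weights and ranged from -0.87 to 0.31 when one library was left out. Array weights also turned the mean of the plasma cell list to -0.14 and that of the smooth muscle list to -0.085. Leaving out one library changed the sign of the mean of the B cell list (-1.14 to 0.18), the distal small intestine list (-0.0027 to 2.38), the plasma cell list (-0.27 to 0.54), the proximal small intestine list (-0.59 to 0.085), the sex-linked list (-0.91 to 0.18) and the smooth muscle list (-0.29 to 0.67). The sign of the sex-linked list changed only without K79S, where the Y-linked genes were near 0. For the other changes of sign the cause was not tested.

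With the labels as deposited the log2 fold change was 0.068 for Akr1b8, -0.54 for H2-Aa, -0.057 for H2-Eb1, 0.11 for Sult1c2, -0.065 for Ighv5-16, -0.36 for Cd74 and -0.31 for Cldn3, and the mean was 0.080 for gastric acid secretion, -0.11 for the immunoglobulin genes and -0.12 for tight junctions, each with its sign changed. These values belong to other genes by construction. Apart from Enpp7, whose changes of direction are given above, 17 named genes were followed. Of their 96 values without one library, 84 kept their direction and side of the threshold, 5 were weaker and 7 stronger. Of the 170 under the other settings, 168 did and 2 were weaker. For the lists, 50 of 66 values without one library and 111 of 120 under the other settings did. No value of the lists is given for the robust fit, because camera has no such option.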

Differences from the paper's values

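The restored gene labels were chosen after the values were seen, and so was the check of the H2-Ab1 and H2-Eb1 means of Additional file 2. The second measure used below, the log2 ratio of mean FPKM shares, was also taken after the values were seen. The tests behind the remaining comparisons were not.

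The paper reports 97 DEGs, and 1 row passed the same thresholds here. The paper's 32 up regulated genes stand against 0 here, with 1638 unadjusted p-values under 0.05 in both directions, and its 65 down regulated genes against 1. None of the alternatives set before the data were examined closed any of these gaps, and none of them used edgeR, which the paper ran. They gave 0 to 2 genes, or 1184 genes, 51 higher and 1133 lower, without K82S. Without K82S 10 genes of Additional file 1 passed, among them Gm29008, Cyp3a44, Ighv1-81 and Igkv5-43. The log ratios of Additional file 1 are WT over KO, and are given here as KO over WT. They lie further from 0 than the log2 fold changes on the log2(FPKM + 1) scale, for Ighv1-81 3.86 against 3.73, for Cyp3a44 3.60 against 2.31 and for Pla2g1b -11.3 against -4.08. For comparison alone, a second measure was taken after the values were seen, the log2 ratio of the mean share of a library's FPKM with a small constant added. On it the 21 named genes of Additional file 1 with a settled row lay within 0.113 of the paper's ratios. Where a gene was listed at 0 in a whole group, the added constant sets the size of the ratio. This holds for Gm29008 and Pnliprp1 in KO, and for Ldhb in WT once W83S is left out. For the lower genes this rested on W83S. Without W83S, 15 of the 16 lower ones moved from the paper's ratio by more than the spread between libraries and 7 changed direction, such as Ldhb from -5.34 to 1.40 and Psca from -10.4 to 0.34. Of the 5 higher ones 2 moved by more than the spread, Ighv1-81 to 4.98 and Cyp3a44 to 4.38. So did Sult1c2 without K82S (-6.65), Ighv5-16 without K86S (1.57) and Gm29008 without W90S (-5.07, with a small spread), and no other of the 21 without one of the other 5 libraries.

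Table 2 gives Pnliprp1, Akr1b8 and Ldhb as up regulated. In the libraries Pnliprp1 was listed at 0 in KO and had 11.7, 0.527 and 0.467 FPKM in WT, and the log2 fold change of Akr1b8 was -1.65. Ldhb had 14.1 FPKM on average in WT, from 42.4 FPKM in W83S and 0 in the others, and 0.196 FPKM in KO. The paper states that the RT-PCR of 6 genes matched the RNA-seq data. Additional file 2 lists Spp1, Psca and Sult1c2 as higher in KO and H2-Ab1 and H2-Eb1 as lower. Its mean for H2-Ab1 in KO leaves out 1 of 4 mice, and with all 4 the ratio of KO to WT is 0.729, still lower. For H2-Eb1 the cycle thresholds of 1 WT mouse equal those of its reference gene GAPDH. Without that mouse the listed values turn to higher in KO, with a ratio of 1.43, so the direction of H2-Eb1 by RT-PCR is uncertain. Here the log2 fold changes were -3.58 for Psca, -1.56 for Sult1c2 and 1.29 for H2-Ab1, and Spp1 was lower in each KO library than in each WT library. For Psca and Sult1c2 the lower values in KO rested on W83S. Without W83S their log2 ratios of mean FPKM shares were 0.34 and 0.62, the direction of the RT-PCR. That of Spp1 was -0.32, and outside W83S Spp1 had at most 0.419 FPKM. The direction of H2-Aa, with a log2 fold change of 1.31, was the same by RT-PCR and in the libraries.

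The paper states that KO and WT samples fell into separate clusters. Here W83S stood apart from the other 5 libraries, with the last join at 42.7 and the join before it at 14.5.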

Other observations

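The explanations in this part, and the choice of values to check them, came only after the result was seen, apart from the count of splits for the study DEGs. The camera tests of the lists, the fits without one library and quantile normalization were themselves fixed before the data were examined.

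Beside the identifiers as deposited, the study genes do not have the values that Additional file 1 gives. A wrong unit or scaling would keep the direction of the genes, but 28 of 63 had it, which argues against that explanation. A pairing of identifiers and values by rank remains. The model that undid the pairing was fitted to the printed decimals, so it was tested on 18265 genes whose decimals had been kept from it. For these the correlation across genes between a single annotated transcript and values of at most 6 decimals was 0.917, against 0.026 as deposited. Genes are not independent replicates, so no p-value is given. The level and ratio of Additional file 1, from which the pairing was first noticed but which the model did not use, were met by 59 of 59 genes. The paper's analysis may not be affected, since its own ratios go with the restored labels. A reader who takes the deposited table as it stands would get the values of other genes.

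Study genes that are lower in KO are high in W83S alone. W89S and W90S lay over 5 times below W83S in 29 of the 33, which argues against loss of alk-SMase as the whole cause, since these are WT mice too. Stomach tissue or stomach RNA in W83S is a candidate explanation. The gastric surface mucous cell list summed to 22130 FPKM in W83S and at most 1.34 FPKM in the others, the chief cell list to 16016 against at most 4.44 FPKM, and the parietal cell list to 1314 against at most 0.31 FPKM. The most abundant genes were Tff1 with 15727 FPKM, Pgc with 15082 FPKM and Gkn1 with 6251 FPKM in W83S. Their lists overlap with the study DEGs, from which 7 of the 11 gastric members with a settled row come. All 4 members outside them, Kcnj15, Hrh2, Sst and Kcnq1, were also highest in W83S, although Sst and Kcnq1 are expressed in the other libraries too. In W89S and W90S, 0 surface mucous, 0 parietal and 1 of the 2 chief cell genes with a settled row reach a mean of 1 FPKM, and the parietal genes Atp4a, Atp4b and Hrh2 are also in the gastric acid list. Fewer than 2 genes of each of the surface mucous, chief and parietal lists passed the filter, so no set test was made. Pancreatic acinar tissue is argued against, because the highest FPKM of its list in W83S was 4.94 (Sycn), with a sum of 9.76 FPKM, while Clps had 10194 FPKM there. Clps was chosen after its values were seen. Its 11.0, 45.9 and 25.5 FPKM in K79S, K82S and K86S and 73.6 and 80.5 FPKM in W89S and W90S were also lower in KO without W83S, and so were 20 of the 33 genes, 9 of them at least 1.5-fold. The proximal small intestine list was also highest in W83S, with a sum of 203 FPKM (next K86S, 187 FPKM) and a median of 13.6 FPKM (next K82S, 7.55 FPKM). A difference of the mouse W83S itself, or of the position of its sample, stays open and was not tested.

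K82S decides how many genes pass. 1184 rows passed without it and 1 with it, so K82S lies away from K79S and K86S in most of these rows. Low depth of K79S and K86S would add counting noise, which is small for abundant genes. Of the 427 rows with 100 FPKM or more in each of the other 5 libraries, 35 passed without K82S, 31 of them lower in KO. Simulated libraries with the noise of each row and counting noise at the mapped reads, for transcripts of 1 kb, gave 0 rows past the thresholds (628 of 12409 unadjusted p-values under 0.05). These simulated libraries had no difference in mean between the genotypes, so 0 rows was the likely outcome and the simulation does not decide this. The 35 abundant rows argue against counting noise from low depth as the whole cause. A bias from depth other than counting noise was not tested. Whether K82S is a WT library cannot be told apart from a KO mouse that differs from the other KO mice. The MHC class II sum of K82S, 3595 FPKM, lies above all WT libraries (at most 1554 FPKM), which speaks for a KO mouse. What keeps the other reading open is that this is 1 library and that FPKM does not show exon 2 of Enpp7. Enpp7 as a whole was lowest in K82S, with 129 FPKM. Its level does not settle the genotype, since K79S and K86S, with 605 and 669.7 FPKM, lay above W83S and W90S, with 406 and 495 FPKM. H2-DMa and H2-DMb1 of the MHC class II list were also chosen by the study with K82S as KO, but held only 52.5 and 64.9 FPKM in K82S. In 1080 of the 1184 rows K82S was nearer to the WT mean, and its highest correlation was with W89S (0.968). Most of these rows passed only without K82S, so its place near WT follows in part from their choice. W89S shares high Fabp6 with K82S (6674 and 13486 FPKM), so neither value tells whether K82S is a WT library. Over all 13089 filtered rows, K79S with K86S stood apart from the rest. Gm29008, listed at 0 in K82S as in K79S and K86S, sets K82S with the KO libraries, but was chosen by the study.

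Genes of the distal small intestine summed to 15394 FPKM in K82S and 7691 FPKM in W89S, against 1452 FPKM in K79S and 339 to 454 FPKM in the other 3 libraries. Fabp6 alone had 13486, 6674 and 703 FPKM in K82S, W89S and K79S, and at most 1.44 FPKM in the others. This list had a mean log2 fold change of 1.13 between genotypes (adjusted p = 0.103 from camera), with an adjusted p of 0.534 without K82S and a range of 0.00171 to 0.854 over its alternatives. The mean was -0.0027 without K82S, 2.38 without K86S and 2.36 without W89S, and the list passed the threshold in the last 2 of these. A position further along the small intestine is a candidate explanation. It was tested on the proximal small intestine list, which summed to 63.2 FPKM in K82S and 106 FPKM in W89S. Both lay below the other libraries, of which K79S was the lowest with 130 FPKM. Gip and Gata4 carried most of these sums. The list median of W89S, 3.99 FPKM, was also the lowest, but that of K82S, 7.55 FPKM, lay above K79S, K86S and W90S (6.61 to 7.24 FPKM). For K82S the proximal list thus goes with this explanation in sum and not in median. All 6 genes of the distal list and 3 of the 6 of the proximal list are expressed in W89S and W90S at a mean of 1 FPKM or more. The proximal list showed no shift between genotypes (mean -0.29, adjusted p = 0.851 from camera, with a mean of 0.085 without W83S and -0.59 without W89S). Position is not a condition of the design. The distal signal is present, at unequal strength, in 2 of the 3 KO libraries and 1 of the 3 WT libraries, so it is not balanced between the genotypes.

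Y-linked genes are near 0 in K79S. The highest of the 3 with a settled row, Ddx3y, had 0.0279 FPKM, while the sum of the 3 was 9.86 to 13.1 FPKM in the other 5 libraries. Low depth is argued against, because K86S, with fewer reads, had the highest sum, 13.1 FPKM. A female mouse in K79S is consistent with these values, and the paper's text does not name the sex of the mice. If so, 1 of the 3 KO libraries and 0 of the 3 WT libraries come from a female, and sex is not balanced between the genotypes. The sex-linked list had a mean log2 fold change of -0.54 (adjusted p = 0.716 from camera), and 0.18 without K79S.

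MHC class II genes are higher in KO, a difference the paper reports for some members. Their mean log2 fold change was 0.76, and 0.44 without K82S and 0.49 without W83S. More B cells are argued against as the whole cause. The B cell list summed to 5.23, 72.1 and 7.83 FPKM in K79S, K82S and K86S, and to 6.73, 28.7 and 48.9 FPKM in W83S, W89S and W90S, so K82S was the highest. K79S lay below the 3 WT libraries and K86S above W83S only, while their MHC class II sums (3178 and 2991 FPKM) lay above all 3 of them (at most 1554 FPKM). The list's mean log2 fold change was -0.28 (adjusted p = 0.985 from camera), from -1.14 without K82S to 0.18 without K79S. All 5 B cell genes and all 11 MHC class II genes with a settled row reach a mean of 1 FPKM in W89S and W90S. Position along the intestine is argued against as the whole cause. With the distal list as a covariate the mean log2 fold change stayed at 0.59 (adjusted p = 2.2e-07 from camera). The adjusted p from camera or fry ranged from 1.76e-10 to 0.491 over the alternatives with restored labels. Scaling between libraries is argued against, because the mean log2 fold change was 0.88 with quantile normalization. A change in antigen-presenting or epithelial cells of KO mice remains as a hypothesis and was not tested, and the stomach signal in W83S does not touch the other WT libraries, which are also low.

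Immunoglobulin genes are higher in KO as a list, though their sum in K79S (3368 FPKM) lies below those of W83S (3577 FPKM) and W89S (3443 FPKM), and the list's mean log2 fold change of 0.61 falls to 0.29 without K82S. Outside the study DEGs the mean is 0.46, and 0.13 without K82S. More plasma cells would raise plasma cell genes outside the immunoglobulin genes. The 3 such genes that were tested had a mean log2 fold change of 0.17, with 2 of 3 higher and a range of -0.18 to 0.62, so more plasma cells cannot be told apart from a change in which segments are used, and the small number of genes keeps it open. The whole plasma cell list, which shares Igkc, Igha and Ighm with the immunoglobulin genes, had a mean of 0.20 (adjusted p = 0.127 from camera). It was -0.27 without K82S, and 0.54 without K79S, where the list passed the threshold (adjusted p = 0.00086 from camera, with a range of 0.00086 to 0.854 over its alternatives). The smooth muscle list showed no shift with all libraries (mean 0.01, adjusted p = 0.755 from camera). Its mean was 0.67 without W90S, where the list passed the threshold (adjusted p = 0.00307 from camera), and -0.29 without W83S, where it did not.

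Other splits of the 6 libraries put these counts in context. The number of unadjusted p-values under 0.05 was 1638 for the real split, above 8 of the 9 others, which had 148 to 1213. The split of K79S, K86S and W83S against the rest had more, 1972. In 6 of the 10 splits at least 1 gene passed, and in 8 of the 10 at least 3 lists did, the real split included. At least 1 study DEG passed in 1 of the 10, the real one, on which the list had been chosen. With 10 splits this share cannot go under 0.1, so the splits cannot exclude chance for any of these counts.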
